# Establishment of Mouse Primed Stem Cells by Combination of Activin and LIF Signaling

**DOI:** 10.3389/fcell.2021.713503

**Published:** 2021-08-05

**Authors:** Mengyi Wei, Yanglin Chen, Chaoyue Zhao, Li Zheng, Baojiang Wu, Chen Chen, Xihe Li, Siqin Bao

**Keywords:** primed stem cells, embryonic stem cells, conversion, Activin A, LIF

## Abstract

In mice, embryonic stem cells (ESCs) and epiblast stem cells (EpiSCs) are established from pre- and post-implantation embryos and represent the naive and primed state, respectively. Herein we used mouse leukemia inhibitory factor (LIF), which supports ESCs self-renewal and Activin A (Act A), which is the main factor in maintaining EpiSCs in post-implantation epiblast cultures, to derive a primed stem cell line named ALSCs. Like EpiSCs, ALSCs express key pluripotent genes *Oct4*, *Sox2*, and *Nanog*; one X chromosome was inactivated; and the cells failed to contribute to chimera formation *in vivo*. Notably, compared to EpiSCs, ALSCs efficiently reversed to ESCs (rESCs) on activation of Wnt signaling. Moreover, we also discovered that culturing EpiSCs in AL medium for several passages favored Wnt signaling-driven naive pluripotency. Our results show that ALSCs is a primed state stem cell and represents a simple model to study the control of pluripotency fate and conversion from the primed to the naive state.

## Introduction

Embryonic stem cells (ESCs) are known for their potential of self-renewal and differentiating into different embryonic tissues (Evans and Kaufman, 1981). Pluripotency is temporary and transient *in vivo*, whereas *in vitro* many different states of pluripotent stem cells have been established to model the embryonic stem cells of early embryos (Brons et al., 2007; Tesar et al., 2007; Ying et al., 2008; Joo et al., 2014; Ohinata and Tsukiyama, 2014; Yang J. et al., 2017; Yang Y. et al., 2017). Using leukemia inhibitory factor (LIF) and two inhibitors, Ying et al. (2008) established mouse embryonic stem cells, which are defined as “naive.” These naive mESCs are in a ground state of pluripotency and display a distinct morphology and a more uniform gene expression profile than conventional mESCs maintained in cultures supplemented with serum/LIF and, are capable of producing chimera and germline offspring (Ying et al., 2008). In contrast, human pluripotent stem cells or mouse epiblast stem cells, derived from culture medium containing Activin A (Act A) and bFGF and defined as “primed,” fail to contribute to blastocyst chimera formation although they have the ability to form teratoma (Brons et al., 2007; Tesar et al., 2007).

Extensive efforts have been made to identify approaches able to reverse the two states of pluripotent stem cells and mainly involve either specific culture conditions with different factors or forced “naive” gene expression (Bao et al., 2009; Guo et al., 2009; Guo and Smith, 2010; Okashita et al., 2016; Chen et al., 2018; Du et al., 2018; Pastor et al., 2018; Qiu et al., 2015; Rathjen et al., 1999; Zhou et al., 2010; Tai and Ying, 2013; Yu S. et al., 2020). D’Aniello et al. (2017) proposed the pivotal roles of vitamin C and L-proline in controlling the pluripotency continuum from naive to primed states by affecting global DNA methylation, transcriptional profile, and energy metabolism. Recently, Yu S. et al. (2020) proposed that BMP4 plays an essential role in primed-to-naive transition (PNT) by opening up chromatin loci to activate critical regulators of PNT. These reports demonstrate that the state of pluripotent stem cells can be reversed to some extent by factors in their culture conditions. Two recent studies have suggested that there is a “formative” state in ESCs which is between the “naive” and “primed” state and also presents formative features of human stem cells and horse stem cells (Kinoshita et al., 2020; Yu L. et al., 2020). These two studies describe different culture systems. The first involves the inhibition of the Wnt signaling pathway and the cells named FS cells, while the other culture system is dependent on the Wnt signaling pathway and the cells named XPSCs; however, both cell lines exhibit formative pluripotency features (Kinoshita et al., 2020; Yu L. et al., 2020). All intermediate stem cells, including the formative stem cells (FS cells), XPSCs and rosette-like stem cells (RSCs), encode a higher pluripotent gene expression than EpiSCs and contribute to chimera formation; however, different culture conditions and the unique properties of stem cells still require further exploration (Kinoshita et al., 2020; Neagu et al., 2020; Yu L. et al., 2020).

In this study, we investigated which factors play important roles for establishing pluripotent stem cells from mouse post-implantation embryos. Using a chemically defined medium N2B27 supplemented with Act A and LIF, we successfully derived primed pluripotent stem cells. These pluripotent stem cells were named as ALSCs, like EpiSCs, which expressed pluripotent genes *Oct4*, *Sox2*, *Nanog*, and one inactive X chromosome and contributed to multiple tissues in teratoma but failed to contribute to chimera *in vivo*. The ALSCs were in a primed state, closed to EpiSCs, and able to reverse to naive state with high efficiency by activating Wnt signaling.

## Materials and Methods

### Derivation of ALSCs

Mouse gastrulas were collected from E6.5 pregnant female ICR mice mated with GOF/GFP transgenic male mice with a mixed background. The isolate epiblasts (E6.5) were obtained from gastrulas using a glass needle and were cultured in AL medium. After 5–10 days, outgrowths were minced into several smaller pieces using a glass needle and moved into a fresh AL medium. The colonies, named ALSCs, could stably propagate by Accutase (Life Technology) every 2 days at a ratio of 1:4–1:6, and fresh AL medium was provided every day. The AL medium consisted of Act A (20 ng/ml, R&D systems) and LIF (1,000 U/ml, Millipore) added into a basic N2B27 medium including 50% Neurobasal (Gibco), 50% DMEM/F12 (Gibco), 2 mM GlutaMax (Gibco), 1 × non-essential amino acids (NEAA, Gibco), 1 × penicillin/streptomycin (Gibco), 0.1 mM β-mercaptoethanol (Gibco), and 0.005% (25 mg) bovine serum albumin (BSA; Gibco) supplemented with 0.5 × N2 (Gibco), and 0.5 × B27 (Gibco). All culture dishes were coated with fibronectin [1 mg/ml in phosphate-buffered saline (PBS), Millipore] for at least 0.5 hour (h) before use.

### Conversion of ALSCs to rESCs and EpiSCs to epiALSCs

To convert ALSCs to rESCs, ALSCs were dissociated into single cells using Accutase (Invitrogen) and were plated in CL medium or 2iL medium. The CL medium consisted of N2B27 medium supplemented with 3 μM CHIR99021 and LIF (1,000 U/ml), while the 2iL medium consisted of N2B27 supplemented with 3 μM CHIR99021, 1 μM PD0325901, and LIF (1,000 U/ml). To transform EpiSCs to epiALSCs, EpiSCs were cultured in AF medium supplemented with Act A (20 ng/ml) and bFGF (12 ng/ml, R&D systems), then dissociated with Accutase, and plated in AL medium. LDN193189 (100 nM, Selleckchem) and SB431542 (10 μM, Selleckchem) were also added into the AL medium and the CL medium to inhibit BMP4 and Act A, respectively.

### AP Staining

Before staining, cells were placed in four-well plates, washed with 1 × PBS, and then fixed in 4% paraformaldehyde at room temperature for 30 min. The cells were washed with 1 × PBS again, followed by the addition of AP staining solution. The AP staining solution was prepared as follows: 50 μl sodium nitrite solution was gently mixed with 50 μl FRV-alkaline solution and incubated at 37°C for 3 min; next, 2.25 ml H_2_O and 50 μl naphthol-As-BI alkaline solution were added to the mixture. The staining solution with fixed cells was incubated in the dark overnight.

### Karyotype

The tested cells were incubated with 0.2 μg/ml colchicine supplemented to the culture medium for 2 h, followed by cell dissociation using Accutase; the suspensions were centrifuged at 1,500 rpm for 5 min to collect the tested cells. The cell pellets were gently resuspended in 8 ml 0.075 mol/L KCL (Sigma) and incubated at 37°C in a water bath for 40 min for hypotonic treatment. Fixative liquid (methanol/glacial acetic acid = 3:1) of 1 ml was subsequently added to the resuspended cells and mixed gently, and the solution was then centrifuged at 1,000 rpm for 10 min. After discarding the supernatant, the cells were mixed gently in 8 ml fixative solution and incubated in 37°C water bath for 30 min for cell fixation, which was repeated twice. Then, the resuspended cells in 0.5 ml fixative liquid were dropped onto ice-cold glass slides, which were then dried for 1 h at 70°C in a drying oven. The glass slides were stained in Giemsa (Sigma) for 10 min, washed with distilled water, and then air-dried. The preparations were analyzed by LUCIA Cytogenetics.

### Real-Time Quantitative Polymerase Chain Reaction

Total RNA was extracted by Rneasy Mini Kit (Qiagen), and cDNA was isolated by GoScript Reverse Transcription System (Promega). Real-time quantitative polymerase chain reactions (RT-qPCR) were set up using the SYBR FAST Universal qPCR kit (KAPA). Relative expression values were normalized to *Gapdh* expression, and data was processed using the comparative Ct method. Each experiment was performed with technical triplicates. The primers used are listed in Supplementary Table 1. Significant differences between groups were determined using *t*-test, and *P*-values < 0.05 were considered statistically significant.

### Immunofluorescence

The cells for immunofluorescence assays were washed with PBS, fixed in 4% paraformaldehyde for 30 min at room temperature, and then permeabilized with 0.1% Triton X-100 (Sigma) and 1% BSA in PBS for 30 min. The cells were then incubated with the appropriate primary antibody at 4°C overnight. After the cells were washed three times in 1% BSA and 0.1% Triton X-100 in PBS for 5 min per wash, they were incubated with secondary antibody for 1 h at room temperature in the dark and then washed once for 5 min in 1% BSA and 0.1% Triton X-100 in PBS and twice for 5 min in PBS. The cells were then mounted in Vectashield with DAPI (Vector Laboratories). The samples were observed with a laser microscope (Nikon, Tokyo, Japan). The antibodies used are listed in Supplementary Table 2.

### Flow Cytometry

Cells were dissociated into single cells using Accutase and collected using centrifugation. After washing once with PBS, the cell pellet was resuspended with PBS containing 1–5% KSR, followed by filtration using a cell strainer (FACSAria II, BD Biosciences) to remove large clumps of cells. The cells were then subjected to flow cytometry (FACSAria II, BD Company). The GFP fluorescence intensity was detected in the FITC channel. Data analysis was performed using FlowJo X.10.0.7.

### Generation of Chimera

To generate chimeric embryos, donor cells (12–15 cells/blastocyst) were microinjected into the ICR mice blastocoel cavity using a piezo-assisted micromanipulator attached to an inverted microscope. Following the recovery of the injected blastocysts in KSOM medium (Millipore), the chimeric blastocysts were transplanted into the uterus of pseudopregnant ICR female mice at 2.5 days post-coitus (dpc). The chimeric embryos were collected at E6.5–E13.5.

### Generation of Teratoma

ALSCs were disaggregated using Accutase into small cell clusters and resuspended in PBS with 30% growth factor reduced Matrigel (Corning) and 5 μM Y27632 (Selleckchem). A total of 5 × 10^6^ ALSCs were injected under the epithelium of NOD–SCID mice. The tumors were allowed to develop for 3–5 weeks, then fixed in 4% paraformaldehyde, and processed for paraffin sectioning. Sections were then observed following hematoxylin and eosin staining.

### Transcriptome Analysis

The total RNA of EpiSCs and ALSCs was isolated using Rneasy Mini Kit (Qiagen). cDNA was synthesized from purified RNA templates. The cDNA libraries were sequenced using Illumina HiSeq10 × platform. Paired-end reads were mapped to the mouse reference genome (GRCm38/mm10). The differentially expressed genes were compared between samples with the standard false discovery rate ≤0.005, fold change | log2Ratio| ≥1 by edgeR online.^1^ Principal component analysis, hierarchical clustering analysis, Venn diagram, Pearson’s correlation analysis, and pathway enrichment analysis of differential genes were performed using the OmicShare tools.^2^ Gene Ontology term enrichment analysis was achieved using DAVID.^3^

### Western Blotting

Cells were lysed in lysis buffer (Solarbio) with protease and phosphatase inhibitors for 15 min on ice. The extracts were then centrifuged at 12,000 rpm for 10 min at 4°C. The supernatants were denatured in loading buffer (95°C, 5 min) and collected for further analysis. A total of 25 mg of proteins was separated on 10% Protogel and transferred onto a polyvinylidene difluoride membrane. The membrane was blocked in blocking solution (5% milk powder/TBST solution) for 1 h at 37°C. The membranes were washed three times in 0.01% Tween-20/TBS 1 × (TBST) and followed by incubation at 4°C overnight with primary antibody (diluted in 5% milk powder in TBST solution). The membranes were washed three times in TBST solution and incubated with HRP-conjugated anti-rabbit secondary antibodies (diluted in 2% milk powder in TBST solution) at room temperature for 1 h. Protein was then visualized using X-ray films. The antibodies used are listed in Supplementary Table 2.

### Formation of Embryonic Body

ALSCs and EpiSCs on fibronectin-coated plates were incubated with Accutase for 3 min at 37°C till the colonies were completely disaggregated. The colonies were resuspended in embryoid body (EB) medium: DMEM/F12 + 20% KSR (Gibco) + 1% GlutaMax (Gibco) + 1% NEAA (Gibco) + 1% β-mercaptoethanol (Gibco). The colonies were cultured in suspension for 3 days at a concentration of 1 × 10^5^ cells/ml.

## Results

### Derivation of Primed Stem Cells From Post-implantation Embryos Supported by Act A and LIF

Previously we reported that Act A is an essential factor for maintaining the self-renewal of EpiSCs (Chen et al., 2020; Wu et al., 2020). To test the role of Act A, CHIR99021 (CHIR), and LIF in primed stem cells, we first cultured AFSCs, which are essentially a cell line similar to EpiSCs (Bao et al., 2018) in a chemically defined medium containing Act A with CHIR (AC medium) or LIF (AL medium). We found that the AL medium was able to maintain the pluripotency, while the AC medium failed (data not shown), which is in accordance with the notion that the AC medium supports primitive streak formation (Gadue et al., 2006; Turner et al., 2014; Tsakiridis et al., 2015; Morrison et al., 2016). Subsequently, AFSCs were cultured in AL medium and designated afALSCs (Supplementary Figure 1A). We did not observe any distinctive morphological change when AFSCs were placed into AL medium for more than 10 passages (Supplementary Figure 1B), and afALSCs maintained the characteristics of pluripotency by AP staining and immunofluorescence of NANOG and OCT4 (Supplementary Figures 1B,C). RT-qPCR analysis also revealed a higher expression of *Nanog* and *Klf2* in afALSCs than AFSCs (Supplementary Figure 1D).

To further determine the effects of the combination of Act A and LIF, we attempted to derive pluripotent stem cells from mouse gastrulas in AL medium. We first collected E6.5 gastrulas from ICR female mice mated with Oct4ΔPE-GFP reporter (GOF/GFP) male mice and cultured the epiblasts of E6.5 embryos in AL medium (Figures 1A,B). Flat and smooth colonies were selected with a glass needle to mechanically propagate and successfully develop into self-renewal stem cell lines in AL medium over 30 passages (Figure 1B). The stem cells derived in AL medium from gastrulas were named ALSCs and exhibited AP positive (Figure 1B), with normal karyotype (79.76%) (Figures 1C,D), and were GOF/GFP^–^. Furthermore, we evaluated the derivation efficiency of ALSCs to be 27%, which indicated a lower efficiency than 58% of EpiSCs (Figure 1E). These ALSCs displayed the capacity to propagate as quickly as EpiSCs as shown in a growth curve analysis (Figure 1F).

**FIGURE 1:**
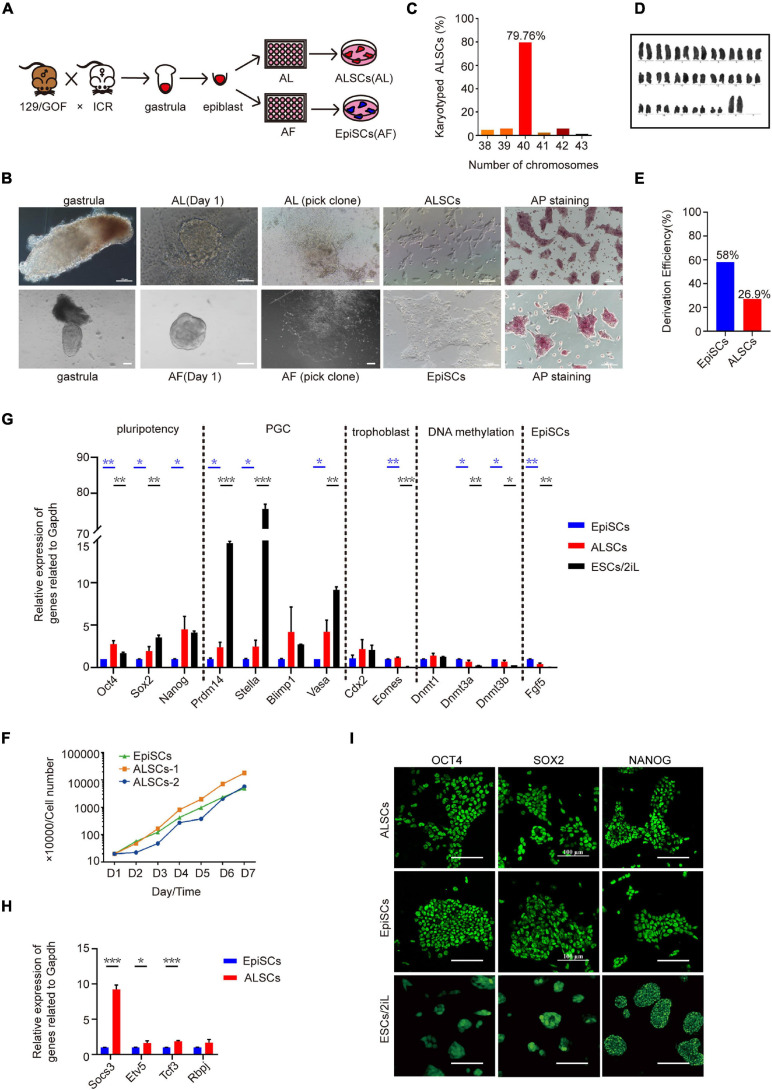
Derivation and characterization of ALSCs. **(A)** Schematic of derivation of ALSCs. **(B)** Bright field image shows the derivation process and AP staining of ALSCs and EpiSCs. Scale bars, 100 μm. **(C)** Distribution of chromosome numbers of ALSCs. **(D)** Karyotype of ALSCs. **(E)** Efficiency of ALSCs and EpiSCs both derived from gastrulas. **(F)** Cell growth curve of EpiSCs and ALSCs. **(G,H)** RT-qPCR of the key genes in ALSCs, EpiSCs, and ESCs/2iL. Error bars indicate three independent biological replicates (mean ± SD). *P < 0.05, **P < 0.001, ***P < 0.0001. **(I)** Immunostaining for pluripotent markers in ALSCs, EpiSCs, and ESCs/2iL. Scale bars, 100 μm.

### ALSCs Display Similar Properties With EpiSCs

RT-qPCR analysis in ALSCs revealed high levels of pluripotent gene expression, such as *Oct4*, *Sox2*, and *Nanog*, and low levels of primed pluripotent markers, such as *Fgf5*, compared to EpiSCs (Figure 1G). In addition, we also tested primordial germ cell markers, such as *Prdm14*, *Stella*, and *Vasa*, which were expressed at much lower levels in ALSCs than in ESCs (Figure 1G). Furthermore, in ALSCs markers related to DNA methylation, such as *Dnmt3a* and *Dnmt3b*, showed intermediate levels between those of EpiSCs and ESCs, while the genes related to differentiation, such as *Eomes*, were expressed at a similar level with EpiSCs but were more highly expressed than ESCs (Figure 1G). Interestingly, the formative state markers, *Etv5* and *Tcf3* and *Socs3*, downstream target genes of LIF, showed a higher expression in ALSCs than in EpiSCs, which implied that ALSCs were closer to a formative state than EpiSCs (Figure 1H; Kalkan et al., 2019). Immunofluorescence assays also confirmed the expression of pluripotent markers OCT4, SOX2, and NANOG in ALSCs and the presence of one inactive X chromosome, which was in line with EpiSCs (Figure 1I and Supplementary Figure 1E). Western blotting analysis revealed that P-STAT3 was expressed in ALSCs at an intermediate level between that of ESCs and EpiSCs (Supplementary Figure 2A).

To further understand which factors were important for the maintenance of ALSCs, we cultured ALSCs in medium with Act A or LIF alone (Supplementary Figure 2B). Unexpectedly, ALSCs were unable to sustain self-renewal in the medium supplemented with LIF alone and appeared apoptotic after three passages. In contrast, ALSC-like colonies were sustained in the presence of Act A alone (Supplementary Figure 2B) and continued to self-renew up to passage 10. Moreover, the RT-qPCR results showed that the pluripotent genes *Oct4*, *Sox2*, and *Nanog* were significantly reduced in LIF or Act A-alone medium. Furthermore, *Socs3*, a gene downstream of the LIF pathway, endoderm genes *Gata4* and *Sox17*, and ectoderm-related genes *Pax6* and *Map2* were significantly increased in the LIF medium than in control ALSCs (Supplementary Figures 2C,D). These data suggested that Act A was important but not sufficient to sustain ALSC growth and self-renewal, which is consistent with previous studies (Ashida et al., 2017; Mulas et al., 2017; Chen et al., 2020). We also show that the combination of Act A and LIF could support the pluripotency of ALSCs.

Taken together, our results demonstrated that a chemically defined medium with Act A and LIF was capable of establishing ALSCs from E6.5 gastrulas. We showed that ALSCs were primed pluripotent stem cells that stably express pluripotent markers but display molecular properties similar to those of EpiSCs.

### Developmental and Differentiated Potency of ALSCs *in vivo*

To further investigate the pluripotency of ALSCs, we performed chimera tests *in vivo*. ALSCs were transfected with H2B tdTomato plasmid, and 12–15 ALSCs were injected into mouse blastocysts. The chimeric embryos were transplanted in 2.5 dpc pseudopregnant female mice. Unexpectedly, we did not detect any ALSCs with tdTomato fluorescence in the E6.5 chimeras (Figure 2A and Table 1). As ALSCs did not contribute to chimera *in vivo*, we injected eight to 10 ALSCs with tdTomato reporter into eight-cell embryos and then cultured them *in vitro* for 48 h; however, the ALSCs immediately became apoptotic, suggesting that ALSCs could not form chimeras or synchronize with recipient embryo developmental stage (Figure 2B). Teratoma formation was also performed and showed that ALSCs could differentiate to multiple tissue types *in vivo* (Figure 2C and Supplementary Figure 3A). These data suggest that ALSCs were similar to EpiSCs in chimera and teratoma formation (Brons et al., 2007; Tesar et al., 2007). We also compared the embryoid body (EB) formation of ALSCs and EpiSCs for 3 days, and our results showed that the diameter of the EB spheres of ALSCs was smaller than that of EpiSCs (Figure 2D). However, the RT-qPCR analysis showed no distinct difference between the two types of EB (Figure 2E). We further tested the gene expression of the differentiated ALSCs and EpiSCs in N2B27 medium for 6 days by RT-qPCR and obtained similar results (Supplementary Figure 3B). Furthermore, we examined the response of ALSCs to the cytokine cocktail for primordial germ cell induction (Ohinata et al., 2009), but we did not detect GOF/GFP and VASA double-positive cells (Supplementary Figure 3C).

**FIGURE 2:**
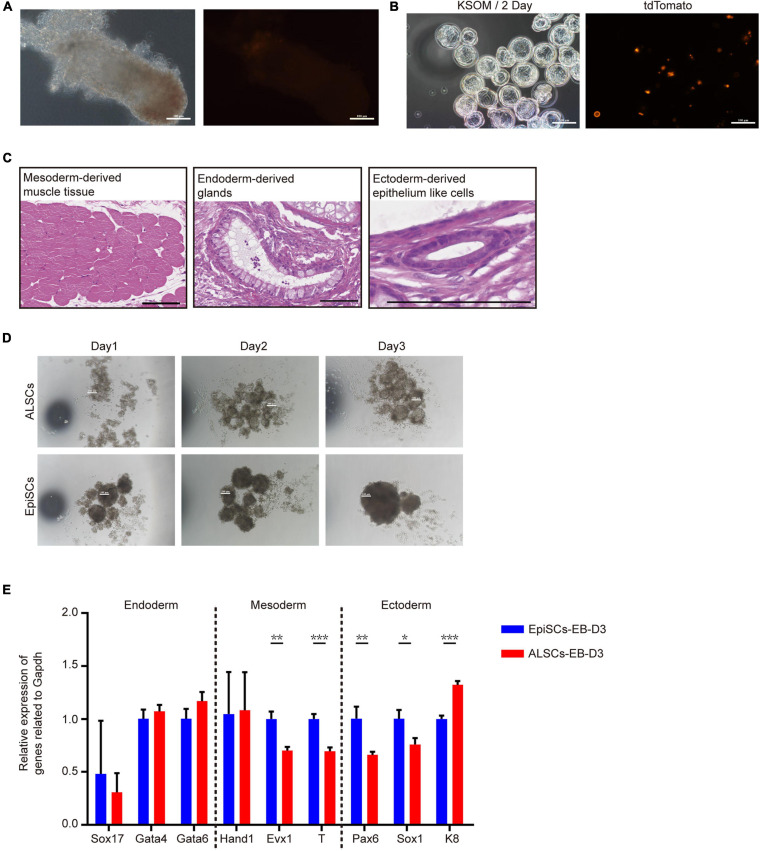
The pluripotency of ALSCs. **(A)** E6.5 chimera collected by injecting ALSCs in host blastocysts. Scale bars, 100 μm. **(B)** E3.5 chimeras generated by injecting ALSCs to eight-cell stage embryos followed culturing in KSOM for 2 days. Scale bars, 100 μm. **(C)** ALSCs contributed to the generation of multiple tissues of germ layer *in vivo* by the teratoma test. Scale bars, 100 μm. **(D)** Morphology of embryoid body induction by ALSCs and EpiSCs for 3 days. Scale bars, 100 μm. **(E)** RT-qPCR of germ layer markers in embryoid bodies of ALSCs and EpiSCs after 3 days of culture. Error bars indicate three independent biological replicates (mean ± SD). *P < 0.05, **P < 0.001, ***P < 0.0001.

**TABLE 1:** ALSCs do not contribute to E6.5 chimera by injection to blastocysts.

Cell line	Stage of embryo	No. of injected cells	No. of collected embryos	No. of chimeras
ALSCs	E6.5	12–15	12	0

Taken together, these data suggested that the ALSC cell line was similar to EpiSCs for its developmental capacity *in vivo* and *in vitro*.

### Molecular Features of ALSCs

To better understand the molecular features of afALSCs and ALSCs freshly derived from embryos, we first performed RNAseq to analyze the transcriptomes of afALSCs and AFSCs (Supplementary Figure 3D). There were 430 differently expressed genes with 261 up- and 169 downregulated genes in afALSCs. Among the upregulated genes, four distinct gene modules were identified. Module I was related to cytokine-mediated signaling pathways (such as the JAK-STAT cascade), which were stimulated by LIF. Similar to module I, genes from module II were involved in growth hormone signaling pathways. By performing a similar analysis, we also identified two gene modules (modules III and IV) among the genes upregulated in afALSCs. Significant numbers of genes of SMAD protein signal transduction and protein phosphorylation were identified in the conversion of AFSCs to afALSCs. Collectively, these data suggested that the AFSCs are reset in AL medium and present reinforced pluripotency, while the induced afALSCs possess unique molecular features that are distinct from AFSCs (Supplementary Figure 3D).

To characterize the molecular features of ALSCs, we assessed the transcriptomes of ALSCs, EpiSCs, and ESCs. 

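ALSCs were derived from mouse embryos at embryonic day 6.5 and cultured with 20 ng/ml Activin A and 1000 U/ml LIF. Total RNA of 3 ALSC cultures (replicates 1, 2, and 3) was sequenced as paired-end reads, which the authors mapped to the mouse genome GRCm38. The authors deposited the number of reads counted on each gene, without normalization. The counts of EpiSCs, ESCs, AFSCs, and afALSCs were not analysed here, so no difference between ALSCs and another cell type was tested. The total count on named genes was 18088505 in replicate 1, 18724038 in replicate 2, and 18037342 in replicate 3. From each count, FPKM was computed with the gene length given in the authors' table and the library's total count on named genes. A single read on a gene of 1 kb was then worth 0.0553 FPKM in replicate 1, 0.0534 in replicate 2, and 0.0554 in replicate 3. Levels are given as the mean ± SD of the 3 libraries. Of the 55421 named genes, 11125 reached 1 FPKM or more in all 3 libraries. The libraries' totals differed little, so depth limited the precision of low genes about equally in each. Mitochondrial genes took 1.36% of the counts in replicate 1, 1.19% in replicate 2, and 1.20% in replicate 3. The 100 most abundant genes took 21.7%, 19.0%, and 19.3% of the counts of replicates 1, 2, and 3. For fold differences and tests between libraries, counts were scaled with edgeR's TMM factors, which were 0.968, 1.02, and 1.01 for replicates 1, 2, and 3. FPKM, and the correlations and distances taken from it, used the total counts. Whether a gene's counts varied between the libraries by more than sampling noise was tested with a chi-square test of homogeneity on its counts, with Benjamini-Hochberg adjustment over the genes tested. That test compares these libraries, not cell types. It sets the spread between separate cultures against counting error only and treats reads as independent molecules, so a gene with many counts passes it at a small difference between cultures. A sign test over 3 libraries could not have given a two-sided p below 0.25.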

Principal component analysis revealed that the global gene expression patterns of ALSCs, afALSCs, AFSCs, and EpiSCs were distinct from ESCs (Figure 3A). 

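The distance between libraries that underlies a clustering on expression levels was computed over the FPKM of all named genes for the 3 ALSC libraries. The Euclidean distance was 4076 FPKM between replicates 1 and 2 and 3513 FPKM between replicates 1 and 3. Replicates 2 and 3 lay closer to each other, at 1355 FPKM. The tree in Figure 3B, drawn from the same libraries, already places replicate 1 apart. These distances rested on a few abundant genes, since the 10 genes with the largest differences carried 55.1% of the squared distance between replicates 1 and 2, 58.2% of that between 1 and 3, and 72.5% of that between 2 and 3. The setting that moved the distances most was the log2(FPKM + 1) scale, on which they were 46.3 between replicates 1 and 2, 43.4 between 1 and 3, and 32.3 between 2 and 3. After TMM scaling, 210 of 15353 genes were at least 2-fold apart between replicates 1 and 2, 161 between replicates 1 and 3, and 23 between replicates 2 and 3, with a pseudocount of 1 CPM. With a pseudocount of 0.1, these counts rose to 990, 861, and 507. Replicate 1 was at least 2-fold below both other libraries in 109 genes and at least 2-fold above both in 8 genes.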

Hierarchical cluster analysis demonstrated that afALSCs, AFSCs, and EpiSCs were clustered closely and ALSCs were clustered in the second layer (Figure 3B). This unique clustering of ALSCs was further confirmed by constructing a correlation matrix of gene expression clustered using Pearson correlation coefficients (Figure 3C). 

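Within ALSCs, the Pearson correlation of log2(FPKM + 1) across the 55421 named genes was 0.992 between replicates 1 and 2, 0.993 between replicates 1 and 3, and 0.996 between replicates 2 and 3. Genes are not independent replicates, so no p-value is given for these coefficients. With a pseudocount of 0.1 the coefficients were 0.985, 0.986, and 0.988 in the same order. The counts of 8003 of 16944 genes varied between the 3 libraries by more than sampling noise (chi-square test of homogeneity, adjusted p below 0.05), and 8990 did at an unadjusted p below 0.05. Sampling noise is counting error only here, so ordinary variation between cultures is part of these numbers. Replicate 1 carried most of this variation. Without it, 1302 of 16062 genes varied between replicates 2 and 3, so these were distinct libraries. The biological coefficient of variation, which is the spread between replicates beyond sampling noise that edgeR estimates over all genes, was 0.149 for the 3 libraries. It was 0.0525 when replicate 1 was left out. From the pattern in Figures 3B,C, the paper concludes that ALSCs form a cluster of their own.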

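*Etv4* (ENSMUSG00000017724; GRCm38 chromosome 11, 101769742 to 101785371) encodes an ETS transcription factor, and its level in ALSCs was 14.1 ± 0.313 FPKM (SD, n = 3). Its mean was higher than that of 65.3% of the genes at 1 FPKM or more in all libraries. *Dusp9* (ENSMUSG00000031383; chromosome X, 73639419 to 73643514) encodes a dual specificity phosphatase, and reached 21.1 ± 1.22 FPKM (SD, n = 3), higher than 75.6% of those genes. *Sox3* (ENSMUSG00000045179; chromosome X, 60891366 to 60893430) was measured at 3.86 ± 0.284 FPKM (SD, n = 3). The lowest level among the 4 genes was that of *Lef1* (ENSMUSG00000027985; chromosome 3, 131110471 to 131224356), at 1.28 ± 0.0545 FPKM (SD, n = 3), with 201, 220, and 195 counts in replicates 1, 2, and 3. Of the 50-base words of the longest coding transcript of *Lef1*, 66.2% occurred in no other annotated gene, so some of its reads could have been lost or shared. The levels of *Dusp9*, *Etv4*, *Sox3*, and *Lef1* were far enough apart that the ranges of the 3 libraries did not overlap. The order of *Sox3* and *Lef1* rests on the gene lengths used, 2065 bp and 8788 bp. *Sox3* had fewer counts than *Lef1* in every library, at 148, 158, and 132. The spread between libraries does not cover an error in these lengths. None of the 4 genes varied between the libraries by more than sampling noise, with adjusted p = 0.201 for *Etv4*, 0.797 for *Lef1*, 0.489 for *Dusp9*, and 0.503 for *Sox3* (chi-square test). The unit moved these levels most, since *Etv4* was at 39.1 on the TPM scale.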

We identified 403 genes which were uniquely presented in ALSCs, including *Etv4*, *Lef1*, *Dusp9*, and *Sox3* (Figure 3D). It is interesting to note that the expression of formative markers *Tcf3* in ALSCs suggested that ALSCs were closer to the formative state than EpiSCs, but the low expression of *Otx2* demonstrated that ALSCs did not reside in a formative state (Supplementary Figure 3E; Kinoshita et al., 2020). These characteristic genes were obtained from the intersection of differently expressed genes of ALSCs *vs*. ESCs, ALSCs *vs*. AFSCs, and ALSCs *vs*. EpiSCs. The gene ontology analysis of most upregulated differently expressed genes showed an association with metabolic and neurogenesis processes (Figure 3E). In line with the gene ontology, we used gene set enrichment analysis to reveal the KEGG pathway enrichment for metabolic process (Figure 3F). Consistent with ALSCs being in a state between naive and primed state, most ALSCs *vs*. EpiSCs upregulated differentially expressed genes were related to pathways regulating the pluripotency of stem cells such as *Klf2*, *Nr5a2*, *Sall1*, and *Dppa3* (Figures 3G,H). Indeed *Klf2* and *Nr5a2* are known as naive pluripotency markers, thus our data suggested that ALSCs were closer to the naive state than EpiSCs (Figure 3H).

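*Sall1* (ENSMUSG00000031665; GRCm38 chromosome 8, 89027235 to 89044162) encodes a zinc finger protein and was measured in ALSCs at 17.3 ± 3.34 FPKM (SD, n = 3). Its counts of 1290 in replicate 1, 1956 in replicate 2, and 1768 in replicate 3 differed by more than sampling noise (chi-square test, adjusted p = 2.08e-19 over all genes tested). *Dppa3* (ENSMUSG00000046323; chromosome 6, 122626410 to 122630272) was at 1.05 ± 0.627 FPKM (SD, n = 3), which rested on 27, 7, and 17 counts. A gene of its length with 3 counts would be at 0.187 FPKM, so *Dppa3* lay above the limit that a count of 0 allows in every library. These counts also differed by more than sampling noise (adjusted p = 0.00322, chi-square test). Neither call held without replicate 1 (adjusted p = 0.416 for *Sall1* and 0.177 for *Dppa3*), and that of *Dppa3* did not hold without replicate 2 either (adjusted p = 0.184). *Dppa5a* (ENSMUSG00000060461; chromosome 9, 78367052 to 78368177), which is also plotted in Figure 3H, was at 3.53 ± 0.892 FPKM (SD, n = 3). Its 50, 40, and 30 counts did not differ by more than sampling noise (adjusted p = 0.0915, chi-square test). Of the 50-base words of the *Dppa5a* transcript, 61.4% occurred in no other annotated gene, and 82.3% of those of *Dppa3*, so that reads of both genes could have been shared with copies.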

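*Klf2* (ENSMUSG00000055148; GRCm38 chromosome 8, 72319033 to 72321656), a Krüppel-like transcription factor, was measured in ALSCs at 3.29 ± 0.232 FPKM (SD, n = 3). *Nr5a2* (ENSMUSG00000026398; chromosome 1, 136842571 to 136960448), an orphan nuclear receptor, was at 0.759 ± 0.103 FPKM (SD, n = 3), under 1 FPKM in each library. The counts were 113, 120, and 101 for *Klf2* and 75, 97, and 74 for *Nr5a2* in replicates 1, 2, and 3. For neither gene did the counts differ between libraries by more than sampling noise (adjusted p = 0.611 for *Klf2* and 0.424 for *Nr5a2*, chi-square test). *Klf2* was higher than *Nr5a2* in all 3 libraries, by a margin larger than the SD of either gene. From the levels of these naive markers relative to EpiSCs, the paper proposes that ALSCs were closer to the naive state than EpiSCs.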

**FIGURE 3:**
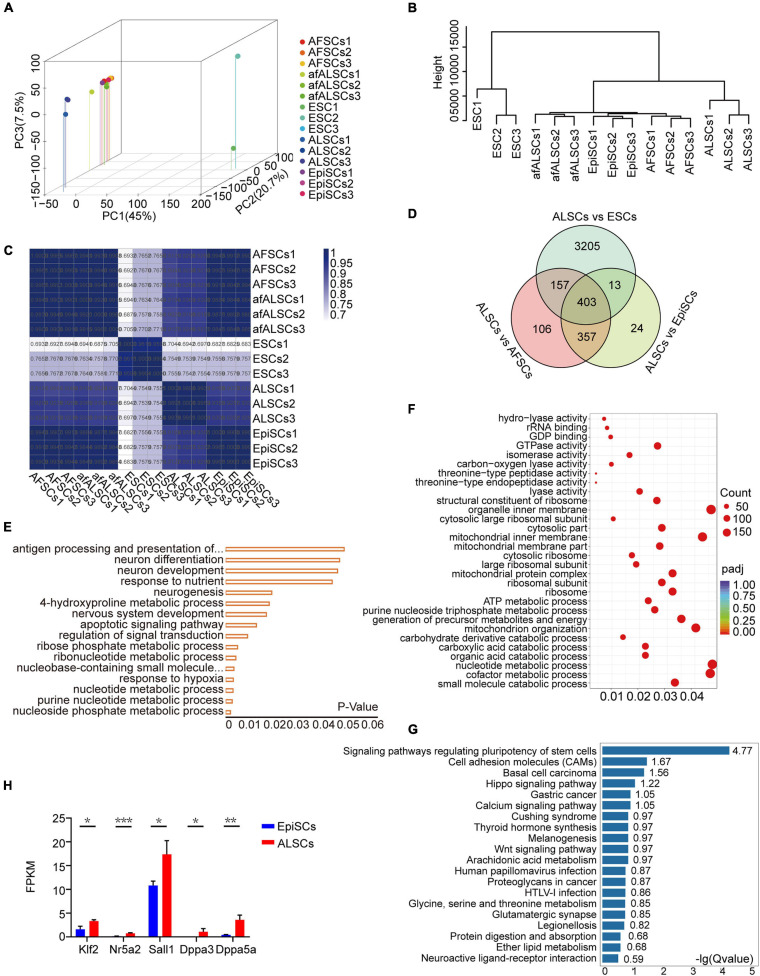
Transcriptomic characteristics of ALSCs. **(A)** Three-dimensional scatter plot based on the principal component analysis of RNA-seq data from three biological replicates. **(B)** Hierarchical clustering of RNA-seq data of ESCs, EpiSCs, ALSCs, afALSCs, and AFSCs. **(C)** The correlation matrix of gene expression was clustered using Pearson correlation. **(D)** Venn diagram showing overlaps of the differential expression gene of ALSCs *vs*. ESCs, ALSCs *vs*. EpiSCs, and ALSCs *vs*. AFSCs. **(E)** Gene Ontology categories significantly enriched in the biological process for 403 genes from the overlap in **(D)**. **(F)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of upregulated genes in 403 genes from the overlap in **(D)**. **(G)** KEGG pathway analysis of upregulated genes in ALSCs *vs*. EpiSCs. **(H)** Pluripotent genes and naive genes were upregulated in ALSCs.

A recent study suggested that inhibition of Wnt signaling and retinoids by XAV939 and BMS493, respectively, with low concentrations of Act A could capture mouse and human stem cells with formative pluripotent features, defined as FS cells (Kinoshita et al., 2020). Similar to FS cells, ALSCs expressed lower levels of somatic markers, such as *Foxa2* and *T*, and higher levels of pluripotent genes than EpiSCs (Figure 3H and Supplementary Figure 3E). However, ALSCs did not reveal the expected generally low expression of neural lineage markers, such as *Sox11*, *Sox1*, and *Pax6*, which differed from FS cells (Supplementary Figure 3E). Moreover, ALSCs expressed active canonical Wnt signaling pathway genes with a high expression of β*-catenin* and *Tcf3*, and a low expression in *Gsk3*β and *Axin1*, molecules involved in the β*-catenin* destruction complex, which is distinctly different with recent studies (Supplementary Figure 3E; Kim et al., 2013; Kinoshita et al., 2020; Neagu et al., 2020). We also showed that *Otx2* was expressed at a low level in ALSCs, which was also in contrast with previous studies suggesting that *Otx2* played a crucial role in pluripotent stem cells in the intermediate state; however, the specific impact of *Otx2* on ALSCs still needs to be investigated further (Supplementary Figure 3E; Acampora et al., 2013; Kinoshita et al., 2020; Neagu et al., 2020). Interestingly, we found that *E-cadherin* displayed a lower expression in ALSCs than in EpiSCs, which may explain the different morphology of the embryoid body that ALSCs formed (Supplementary Figure 3E).

These results indicated that the ALSCs were primed stem cells with particular molecular features which were similar to EpiSCs.

### Conversion of ALSCs to Naive ESCs

Multiple recent reports have focused on the conversion of primed ESCs to naive ESCs (Chen et al., 2018; Du et al., 2018; Pastor et al., 2018; Yu S. et al., 2020). CHIR is suggested to be a main factor for naive ESCs (Qiu et al., 2015; Choi et al., 2017) as it inhibits the phosphorylation of β-catenin and simulates canonical Wnt signaling. To explore the possibility of conversion from ALSCs to naive ESCs, we cultured ALSCs (GOF/GFP reporter) in medium in which Act A was replaced with CHIR (CL medium) (Figure 4A). After ALSCs were cultured in CL for 4 days, GOF/GFP^+^ colonies were induced, and the individual GOF/GFP^+^ colonies could be maintained as ESCs in morphology over passage 30 (named rESCs) (Figure 4A). Interestingly, ALSCs cultured in 2iL medium (PD0325901, CHIR, and LIF) showed a reduced efficiency of ALSCs converting to rESCs compared to those cultured in CL medium (Table 2). These data suggested that PD0325901 partially blocked the transition procedure, likely because PD0325901 induced DNA damage and hypomethylation in ESCs (Choi et al., 2017). In contrast, EpiSCs began to differentiate or died in cultures containing 2iL or CL medium from AF medium (Act A and bFGF) and failed to convert to rESCs (Table 2). Following the blastocyst injection of rESCs, we could detect reporter expression in E12.5 chimeric embryos and obtained several overt coat color chimeras (Supplementary Figure 4A and Table 3).

**FIGURE 4:**
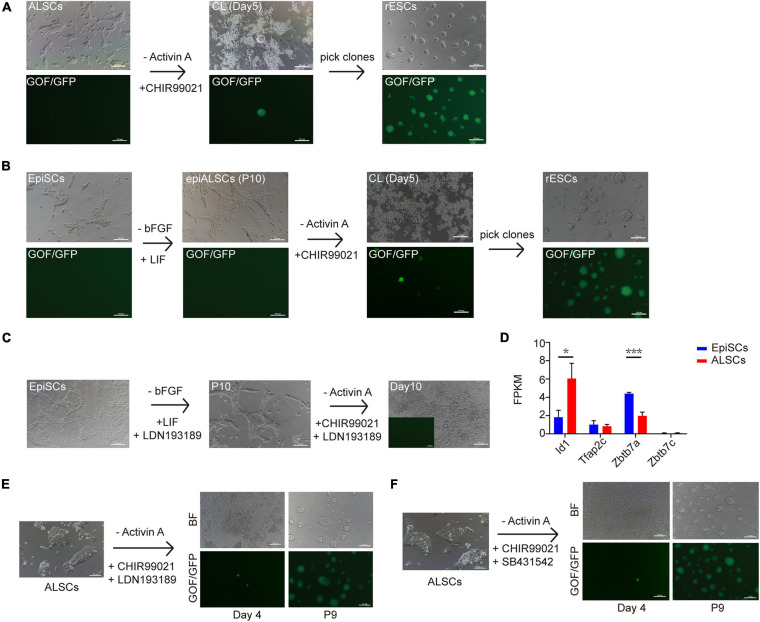
Conversion of ALSCs to rESCs. **(A)** Morphological changes and rESC induction process of ALSCs. Scale bars, 100 μm. **(B)** Morphological changes and rESC induction process of EpiSCs. Scale bars, 100 μm. **(C)** Morphological changes and rESC induction process of EpiSCs supplemented with LDN193189 (BMP4 inhibitor) in AL medium and CL medium. Scale bars, 100 μm. **(D)** The ALSCs maintenance was independent of BMP signaling. Error bars indicate three independent biological replicates (mean ± SD). *P < 0.05, **P < 0.001, ***P < 0.0001. **(E)** Morphological changes and rESC induction process of ALSCs supplemented with LDN193189 (BMP inhibitor) in CL medium. Scale bars, 100 μm. **(F)** Morphological changes and rESC induction process of ALSCs supplemented with SB431542 (Act A inhibitor) in CL medium. Scale bars, 100 μm.

**TABLE 2:** Efficiency of rESCs conversed from ALSCs and EpiSCs in CL and 2iL medium.

Cell line	Culture medium	Total cell lines	No. of rESCs	Percentage
ALSCs	CL	6	3	50%
	2iL	6	1	16.7%
EpiSCs	CL	6	0	0%
	2iL	6	0	0%

**TABLE 3:** rESCs contributed to chimeras by injection to blastocysts.

Cell line	Stage of embryo	No. of injected cells	No. of collected embryos	No. of chimeras
rESCs	E12.5	12–15	18	7

As ALSCs but not EpiSCs were converted to rESCs in CL medium, we hypothesized that EpiSCs may be capable of converting to rESC-like cells after culturing in AL medium (called epiALSCs) for several passages (at least 10 passages) (Figure 4B). As expected, epiALSC colonies also developed to become GOF/GFP^+^ when cultured in CL or 2iL for 4 days (Figure 4B), although the transition rate was lower than for ALSCs (Table 4). These results suggested that the successive conversion from EpiSCs to rESCs was accomplished in two stages, with the first step involving the replacement of bFGF in AF medium to LIF and the second step involving the use of CHIR instead of Act A (stage one: AF-AL; stage two: AL-CL).

**TABLE 4:** Efficiency of rESCs conversed from epiALSCs in CL and 2iL medium.

Cell line	Culture medium	Total cell lines	No. of rESCs	Percentage
epiALSCs	CL	5	2	40%
	2iL	5	1	20%

Onishi et al. (2012) proposed that Act A, bFGF, and LIF could induce domed colonies like naive ESCs, but the low cell density of transition cells led to a failed induction of domed colonies. Thus, we next attempted to test ALSC transition from AL to CL medium with low cell densities (Supplementary Figure 4B). The results showed that, when 1,000, 2,000, and 5,000 ALSCs per well were placed into CL medium in six-well plates, ALSCs could form both dome-like and flat-like colonies in CL medium after 12 days. These colonies were all GOF/GFP^–^ until propagated (Supplementary Figure 4C). We next tested whether a single ALSC could convert to rESCs and found that four GOF/GFP^+^ rESCs were obtained (4/96), and similarly these cells did not develop GOF/GFP^+^ clones until propagated (Supplementary Figures 4D,E). These results demonstrated that ALSCs, even at a low density or as single cells, were capable of transitioning to GOF/GFP^+^ clones in CL medium and that the transition cell density did not impact on the induction of naive-like colonies, which is different with the system proposed by Onishi et al. (2012).

Yu S. et al. (2020) recently proposed that BMP4 was essential for primed-to-naive transition (PNT). Thus, we investigated whether BMP4 was essential for our transition system. We first chose two EpiSC lines which successfully reversed to rESCs by two steps and then cultured them in AL medium (stage one) supplemented with LDN193189, an inhibitor of BMP4. EpiSCs successfully reverted to epiALSCs but could not induce GOF/GFP^+^ colonies in CL medium (stage two) with the addition of BMP4 inhibitors (Figure 4C). This suggested that endogenous BMP4 was essential for the process of reversing EpiSCs to rESCs, which was consistent with the studies of Yu S. et al. (2020). However, we focused on the expression of BMP downstream genes identified by RNAseq and found that, except for *Id1*, BMP targets such as *Tfap2c* and *Zbtb7* families were rarely expressed or steadily expressed in ALSCs (Figure 4D). Thus, we directly cultured ALSCs, from AL medium to CL medium supplemented with LDN193189, and found that GOF/GFP^+^ colonies were induced after 4 days and pure GOF/GFP^+^ colonies could be sustained to passage19 (Figure 4E). Moreover, we also added SB431542 to CL medium to culture ALSCs in order to determine whether Act A was essential for the conversion from ALSCs to rESCs. 

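*Id1* (ENSMUSG00000042745; GRCm38 chromosome 2, 152736251 to 152737410) encodes an inhibitor of DNA binding and was measured in ALSCs at 5.98 ± 1.45 FPKM (SD, n = 3). Its 160, 106, and 114 counts in replicates 1, 2, and 3 varied by more than sampling noise (chi-square test, adjusted p = 0.000281). *Tfap2c* (ENSMUSG00000028640; chromosome 2, 172549593 to 172558622) was at 0.829 ± 0.162 FPKM (SD, n = 3). Within the *Zbtb7* family, *Zbtb7a* (ENSMUSG00000035011; chromosome 10, 81135220 to 81152995) was at 1.97 ± 0.454 FPKM (SD, n = 3). *Zbtb7c* (ENSMUSG00000044646; chromosome 18, 75820178 to 76148564) was at 0.0886 ± 0.0292 FPKM (SD, n = 3), from 10, 8, and 5 counts, close to the 0.0352 FPKM that 3 counts would give. The third member, *Zbtb7b* (ENSMUSG00000028042; chromosome 3, 89377644 to 89394776), is not plotted in Figure 4D. It was at 6.87 ± 0.862 FPKM (SD, n = 3). Its order relative to *Id1* depended on the library, with 5.88, 7.45, and 7.29 FPKM of *Zbtb7b* against 7.63, 4.88, and 5.45 FPKM of *Id1* in replicates 1, 2, and 3. *Zbtb7a* and *Zbtb7b* both had their fewest counts in replicate 1, with 179 against 294 and 264 counts for *Zbtb7a* and 595 against 780 and 735 for *Zbtb7b*. Both varied by more than sampling noise (adjusted p = 0.000149 and 0.00346, chi-square test), while *Tfap2c* did not (adjusted p = 0.11). Without replicate 1, none of *Id1*, *Zbtb7a*, and *Zbtb7b* varied in this way (adjusted p = 0.661, 0.778, and 0.964). With trends on gene length and GC content removed, the log2 ratio of replicate 1 to the others moved from 0.557 to 0.233 for *Id1*. It moved from -0.505 to -0.249 for *Zbtb7a* and from -0.249 to -0.0727 for *Zbtb7b*. These trends may therefore account for part of the differences. On the basis of these genes, the paper went on to test the conversion of ALSCs with a BMP inhibitor.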

Interestingly, the GOF/GFP^+^ colonies were also produced in 4 days (Figure 4F).

Thus, our data showed that endogenous BMP4 was essential for conversion from EpiSCs to rESCs, as the inhibition of BMP4 resulted in the failure to convert to rESCs. However, our transition system from ALSCs to rESCs does not require endogenous BMP4 or Act A, which are mechanisms that require further study.

### Epigenetic Changes in ALSCs

X chromosome inactivation (Xi) is a major epigenetic change occurring between rESCs and EpiSCs. We first analyzed the X chromosome activation state of ALSCs using Xi^GFP^ EpiSCs, in which the GFP transgene is located exclusively on the Xi, and the reactivation of Xi could be monitored by its GFP expression (Gillich et al., 2012). We observed a stable Xi and did not detect any GFP^+^ cells in Xi^GFP^ EpiSCs (Figure 5A). However, when we cultured these Xi^GFP^ EpiSCs in AL medium, we observed a small number of GFP^+^ cells, which was also confirmed by immunostaining of H3K27me3 (Figure 5B). Flow cytometry analysis showed 2.48% epiALSCs exhibited XaXa (Figure 5C). We next isolated GFP^+^ epiALSCs and GFP^–^ epiALSCs by fluorescence-activated cell sorting to purify the XaXa epiALSCs subset. Unexpectedly, both isolated GFP^+^ and GFP^–^ epiALSCs propagated stably and maintained XaXa and XaXi, respectively, in the first 2 days but quickly reverted to the mixed state at day 4 (Figure 5D), revealing that the AL medium promoted silenced X chromosome reactivation in a few of the epiALSCs, while most sustained a stable Xi^GFP^. Since Act A was capable of sustaining the ALSC pluripotency, we next focused on whether Act A could maintain the reactivation of silenced X chromosome in epiALSCs. Subsequently, we cultured epiALSCs in medium containing Act A alone and observed that, within the first four passages, epiALSCs lost the ability to re-activate the silenced X chromosome (Figure 5E). It is worthy to note that a minority of cells with stable X reactivation was observed in AL medium, which suggested that the combination of Act A and LIF could have a positive effect on X chromosome reactivation.

**FIGURE 5:**
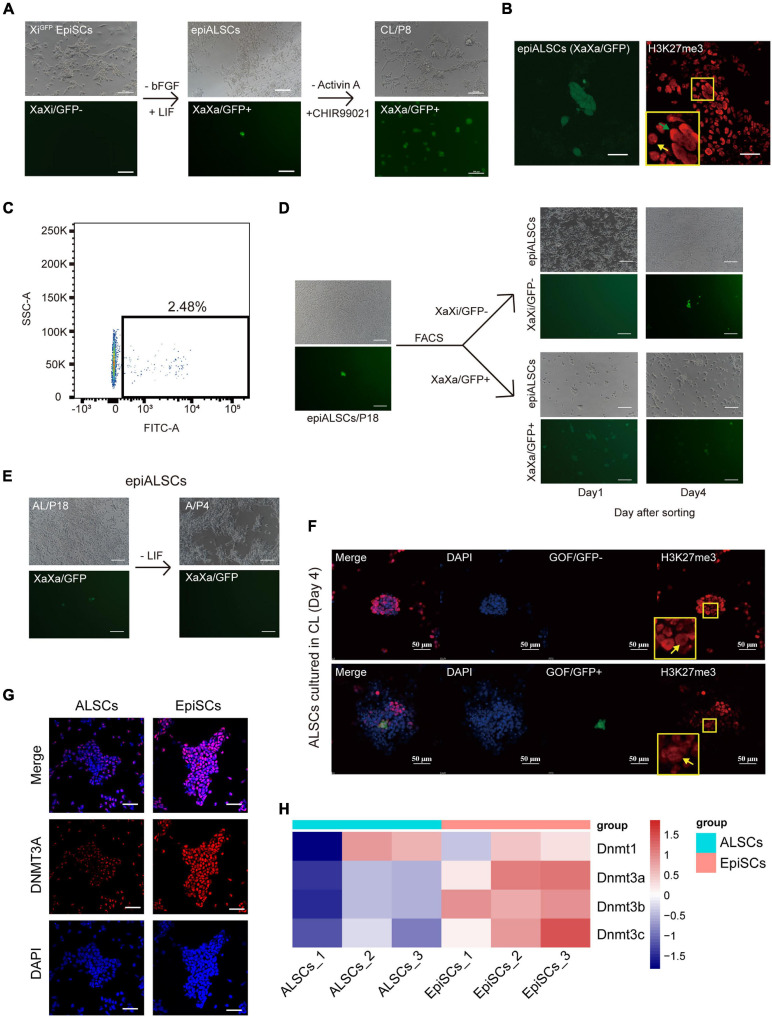
Conversion of Xi^GFP^ EpiSCs to rESCs. **(A)** Morphological changes and rESC induction process of Xi^GFP^ EpiSCs. Scale bars, 100 μm. **(B)** Immunostaining of H3K27me3 in epiALSCs. Scale bars, 50 μm. **(C)** Fluorescence-activated cell sorting analysis of epiALSCs, GFP^+^ cells were Xa^GFP^ epiALSCs. **(D)** Morphological changes and X chromosome change process from isolated XaXa-epiALSCs and XaXi-epiALSCs. Yellow arrow shows XaXi epiALSCs, green arrow shows XaXa epiALSCs. Scale bars, 100 μm. **(E)** Morphological changes and X chromosome inactivation process of epiALSCs placed in Act A-alone medium for four passages. Scale bars, 100 μm. **(F)** Immunostaining of H3K27me3 with GOF/GFP in ALSCs after having been placed in CL medium for 4 days. Yellow arrows show XaXa epiALSCs. Scale bars, 50 μm. **(G)** Immunostaining of DNMT3A in ALSCs and EpiSCs. Scale bars, 50 μm. **(H)** Heat map showing the scaled expression of DNA methylation-related genes.

Next, we examined the impact of CHIR and LIF on X chromosome reactivation during the reversion of ALSCs to rESCs in CL medium. We found that GOF/GFP^+^ colonies started to emerge when ALSCs were cultured in CL medium for 4 days. All GOF/GFP^+^ colonies exhibited XaXa, but some XaXa colonies did not activate GOF/GFP, suggesting that silenced X chromosome reactivation occurred before GOF/GFP activation (Figure 5F), which is in line with the findings of Yu S. et al. (2020). Because DNA methylation is involved in X chromosome inactivation (Sado et al., 2004; Zvetkova et al., 2005; Schmidt et al., 2012; Auclair et al., 2014), we further explored whether DNA methylation levels were altered in ALSCs compared to EpiSCs. We examined the protein expression of the DNA methyltransferase, *Dnmt3a*. The protein expression of DNMT3A by immunofluorescence differed greatly in ALSCs and EpiSCs, which exhibited a sporadic expression in ALSCs but was expressed almost throughout the nucleus in EpiSCs (Figure 5G). As expected, RNA-seq analysis revealed that DNA methyltransferases *Dnmt1*, *Dnmt3a*, *Dnmt3b*, and *Dnmt3c* were significantly downregulated in ALSCs (Figure 5H).

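*Dnmt3b* (ENSMUSG00000027478; GRCm38 chromosome 2, 153649450 to 153687730) was the most abundant of the 4 genes in ALSCs, at 281 ± 43.7 FPKM (SD, n = 3), a level above that of 98.2% of the genes at 1 FPKM or more in all libraries. The maintenance methyltransferase *Dnmt1* (ENSMUSG00000004099; chromosome 9, 20907209 to 20959888) was at 49.6 ± 10.3 FPKM (SD, n = 3), and *Dnmt3a* (ENSMUSG00000020661; chromosome 12, 3806007 to 3914443) at 11.8 ± 1.98 FPKM (SD, n = 3). *Dnmt3c* (ENSMUSG00000082079; chromosome 2, 153696652 to 153729907), which lies beside *Dnmt3b*, was at 0.432 ± 0.178 FPKM (SD, n = 3), from 11, 26, and 16 counts. Of the 50-base words of the longest *Dnmt3c* transcript, 76.4% occurred in no other annotated gene, so its reads could have been shared. The level of all 4 genes was lowest in replicate 1, which Figure 5H already shows for the same libraries. Against the mean of replicates 2 and 3, the FPKM in replicate 1 fell by 32.1% for *Dnmt1*. It fell by 26.4% for *Dnmt3a* and fell by 24.6% for *Dnmt3b*. The counts of these 3 genes varied between the libraries by more than sampling noise, with p-values adjusted over the list alone of 5.3e-96, 1.81e-31, and 6.09e-187 (chi-square test of homogeneity). Adjusted over all genes tested, the values were 1.64e-94, 2.41e-30, and 1.97e-185. Those of *Dnmt3c* did not (p adjusted over the list alone = 0.0729, over all genes tested 0.129). Replicate 1 decided this variation, since without it the p-values adjusted over the list alone were 0.357 for *Dnmt1*, 0.704 for *Dnmt3a*, and 0.346 for *Dnmt3b*. Replicate 1 also had lower counts of long genes in general. With trends on gene length and GC content removed, the log2 ratio of replicate 1 to the others changed sign for *Dnmt3a*, from -0.37 to 0.23. It moved from -0.49 to -0.24 for *Dnmt1* and from -0.34 to -0.24 for *Dnmt3b*. That of *Dnmt3c*, which has few counts, moved further down. The trends and a lower level in replicate 1 could not be told apart for these genes. The paper states that the 4 genes were lower in ALSCs than in EpiSCs, whose counts were not analysed here.

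**Figure D1:**
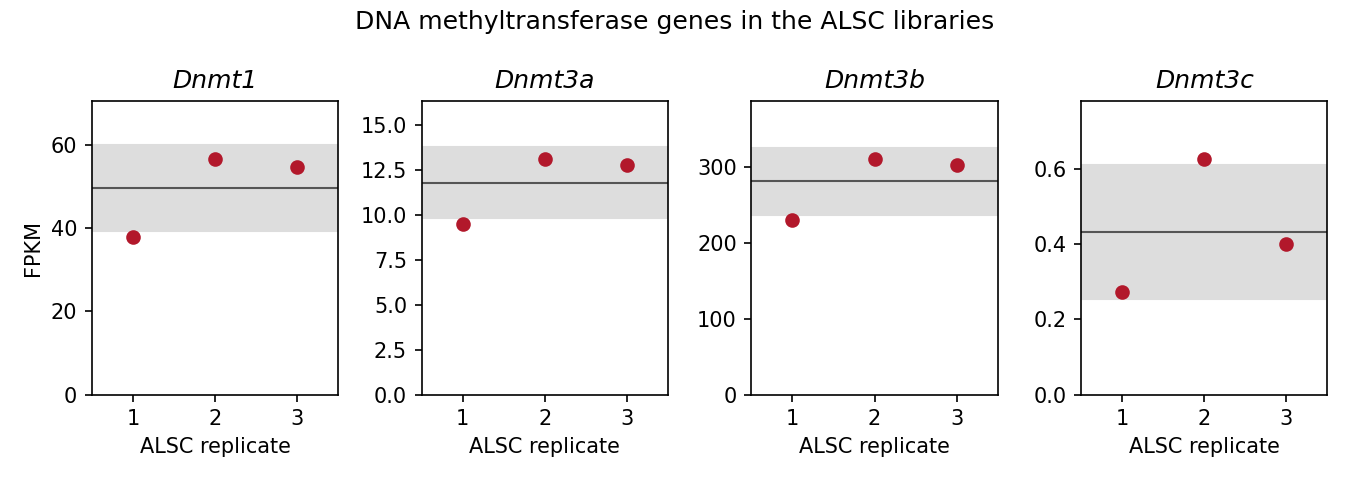
FPKM of *Dnmt1*, *Dnmt3a*, *Dnmt3b*, and *Dnmt3c* in the 3 ALSC libraries, on linear axes that start at 0. Each point is a library, the line is the mean, and the grey band is the mean ± 1 SD. Replicate 1 has the lowest level of each gene, with trends on gene length and GC content not removed.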

Our data suggested that CHIR was critical for promoting X chromosome reactivation, and in combination with LIF, it drives the conversion to rESCs from primed state stem cells. Our data also indicate that ALSCs possess the plasticity of Xi reactivation, which was supported by the low expression of DNA methyltransferases.

## Discussion

Our findings showed that the AL medium could establish primed pluripotent stem cells from mouse gastrulas and that ALSCs were similar to EpiSCs with unique molecular features. We further demonstrated that ALSCs were able to convert to naive ESCs by activating Wnt signaling, and the AL medium also prompts EpiSCs to transition to an intermediate stage of the naive state from the primed state. Furthermore, our findings showed Act A and LIF were both important for maintaining the unique primed state, as the expression of pluripotent genes decreased in the medium supplemented with either Act A or LIF alone.

In fact, post-implantation epiblasts (E5.0–E6.0) reside in more states, and there is no clear common view on what transcriptional and epigenetic features they may have. Recently, Neagu et al. (2020) showed that LIF could support intermediate pluripotent stem cells for self-renewal. In here we thought that ALSC is in an intermediate state between naive and primed states, LIF push epiblast cells to reversed naive state (Bao et al., 2009), and Act A supports epiblast development (Brons et al., 2007; Tesar et al., 2007). The combination of LIF and Act A was applied to the epiblast to derive unique stem cells, unlike EpiSCs which are activated by Act A and bFGF, displaying a gene signature closer to that of the anterior epiblast of a late-gastrula stage embryo (E7.5) (Kojima et al., 2014). Compared to the culture medium of FS cells and RSCs (Kinoshita et al., 2020; Neagu et al., 2020), the AL medium does not contain inhibitors of the canonical Wnt signaling pathway. Our study showed that canonical Wnt signaling was activated in ALSCs by endogenous stimuli, suggesting that ALSCs maintain a self-renewal capacity independently of the inhibition of Wnt signals, which was different from FS cells and RSCs (Supplementary Figure 3E). However, Wnt signaling plays a critical role in XPSCs having formative features (Yu L. et al., 2020). The effect of β-catenin on ALSCs needs to be further explored, as a recent study demonstrated that turning Wnt signaling on or off could establish the same formative features found in stem cells. FS cells and RSCs utilize a retinoid inhibitor and a MAPK inhibitor, respectively, to suppress differentiation (Kinoshita et al., 2020; Neagu et al., 2020); however, this differs from the AL medium which requires Act A, a component of Nodal signaling, and promotes the differentiation of ESCs.

Notably, neural lineage markers are generally highly expressed in ALSCs at the RNA level, but ALSCs still maintain EpiSC-like colonies and obtain the ability of converting to rESCs, which may illustrate that the inhibition of neural ectoderm differentiation is unnecessary in ALSCs. We hypothesized that endogenous Wnt and MAPK signaling maintained a balanced state in ALSCs, different with FS cells and RSCs, which inhibit Wnt signaling. Importantly, ALSCs efficiently reversed to rESCs when activated by Wnt signaling whereby FS cells failed to reverse to ESCs (Kinoshita et al., 2020). Moreover, instead of producing PGCLCs by FS cells and XPSCs (Kinoshita et al., 2020; Yu L. et al., 2020), ALSCs only induced GOF/GFP^+^ cells; this led us to speculate that ALSCs converted to rESCs rather than generated PGCLCs. From the discussion above, we propose that ALSCs are more similar to a primed state rather than a formative state; nonetheless, the mechanism whereby the AL medium and Act A and LIF cooperate with each other to sustain ALSC self-renewal still requires more investigation.

Compared to the transition system reported by Yu S. et al. (2020), our system did not rely on BMP4, as the known targets of BMP4 were merely expressed independently of *Id1*, which was increased in ALSCs. Moreover, the inhibition of BMP4 did not impact on the capacity of ALSCs to convert to rESCs but influenced the conversion of EpiSCs to epiALSCs, suggesting that endogenous BMP4 did play a vital role during conversion to epiALSCs from EpiSCs. As the transition from the AF medium to the AL medium only required a change in bFGF supplementation to LIF, we considered that the inhibition of BMP4 may be involved in LIF signaling and conversion of EpiSCs to epiALSCs. In addition, the effects of LIF on ALSCs were confirmed by the higher expression of P-STAT3 detected in ALSCs than EpiSCs, illustrating that the Jak/Stat pathway was activated in ALSCs. The impact of LIF signaling in ALSCs could represent the focus of a future investigation. These results imply that endogenous BMP4 was not essential for our transition system and that distinct mechanisms may be involved in these two transition systems (Yu S. et al., 2020).

We showed that ALSCs could enter a primed-like state, which is different from the reported XPSCs, FS cells, and RSCs (Kinoshita et al., 2020; Neagu et al., 2020; Yu L. et al., 2020). We assumed that this intermediate state may represent a state of equilibrium between the two states as what occurs *in vivo*, with the ephemeral state between E4.5 and E6.5. In addition, epiALSCs also exhibited several cells (2.48%) presenting the reactivation of the X chromosome. Therefore, the AL medium for the middle state may include properties from both the primed state and the naive state. Furthermore, ALSCs in the intermediate state may be heterogeneous and maintain a balance between the naive and primed states. Based on our X chromosome reactivation data, we suggest that X chromosome reactivation may not be the main feature of this intermediate state, but rather the chromatin accessibility in this stage may prompt the cells to convert to a naive state more easily, a mechanism which still requires further investigation.

Like EpiSCs, ALSCs failed to contribute to chimera formation despite expressing pluripotent genes and alkaline phosphatase. We speculate that ALSCs are more similar to EpiSCs and exhibit a more compatible embryo stage similar to the post-implantation stage but unlike the cleavage stage of the embryo or blastocyst. Since we identified a higher expression of pluripotent genes and formative genes than in EpiSCs, ALSCs may represent a primed state that can easily revert to ESCs. However, germ layer genes like *Eomes* were also highly expressed in ALSCs, indicating that the detailed mechanisms involved warrant further investigation.

In summary, the AL medium allows to establish ALSCs from post-implantation embryos. ALSCs possess unique molecular properties, propagate robustly in long-term culture, and share a status which could convert to naive state ESCs, thus offering new opportunities to study the control of cell fate.

## Data Availability Statement

All the sequencing data were deposited in the NCBI, Gene Expression Omnibus (GEO) under accession number GSE156673.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee at Inner Mongolia University.

## Author Contributions

SB conceived the idea for this project and designed and conducted the experiments. MW and YC wrote the manuscript with help from all the other authors. MW, YC, CZ, and LZ performed the experiments and analyzed data under the supervision of SB. All the authors read, accepted, and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Establishment of Mouse Primed Stem Cells by Combination of Activin and LIF Signaling
**Source:** Front Cell Dev Biol. 2021 Aug 5;9:713503. doi: 10.3389/fcell.2021.713503
**Supplement:** Supplementary file 1

**Supplementary Material**

**Supplementary Table 1 Primer sequences**

| **qPCR primers** | | | |
| --- | --- | --- | --- |
| **Gene name** | **Forward primer** | **Reverse primer** |  |
| Oct4 | GCTTGGGCTAGAGAAGGATGTG | TGGCGCCGGTTACAGAAC |  |
| Sox2 | CATGAGAGCAAGTACTGGCAAG | CCAACGATATCAACCTGCATGG |  |
| Nanog | AAACCAGTGGTTGAAGACTAGCAA | GGTGCTGAGCCCTTCTGAATC |  |
| Prdm14 | CCTGAACAAGCACATGAGA | TGCACTTGAAGGGCTTCTCT |  |
| Stella | AGGCTCGAAGGAAATGAGTTTG | TCCTAATTCTTCCCGATTTTCG |  |
| Blimp1 | GAGGATCTGACCCGAATCAA | CATGGAGGTCACATCGACAC |  |
| Vasa | TATGTGCCTCCCAGCTTCAGTA | CTGGATTGGGAGCTTGTGAAGA |  |
| Cdx2 | CCTGCGACAAGGGCTTGTTTAG | TCCCGACTTCCCTTCACCATAC |  |
| Fgf5 | AAACTCCATGCAAGTGCCAAAT | TCTCGGCCTGTCTTTTCAGTTC |  |
| Dnmt1 | TGAGGAAGGCTACCTGGCTA | ACAACCGTTGGCTTTTTGAG |  |
| Dnmt3a | GACTCGCGTGCAATAACCTTAG | GGTCACTTTCCCTCACTCTGG |  |
| Dnmt3b | CTCGCAAGGTGTGGGCTTTTGTAAC | CTGGGCATCTGTCATCTTTGCACC |  |
| Eomes | CGGCAAAGCGGACAATAACA | GGAGCCAGTGTTAGGAGATTC |  |
| Socs3 | ATTCACCCAGGTGGCATCAG | GCCAATGTCTTCCCAGTGTT |  |
| Etv5 | GCTGTGGCAGTTCCTTGTC | TTCTTCTGGATACCCCAACG |  |
| Tcf7l1 | TGGTTTCCGGCATCCTTAC | CCACCATGTGTGGGAACC |  |
| Rbpj | AGTCTTACGGAAATGAAAAACGA | CCAACCACTGCCCATAAGAT |  |
| Sox17 | GTCAACGCCTTCCAAGACTTG | GTAAAGGTGAAAGGCGAGGTG |  |
| Gata4 | TTCCTCTCCCAGGAACATCAAA | GCTGCACAACTGGGCTCTACTT |  |
| Gata6 | TGCTGGAAATTGCAACAAACC | GTCACGTGGTACAGGCGTCA |  |
| Hand1 | TCAAAAAGACGGATGGTGGT | GCGCCCTTTAATCCTCTTCT |  |
| Evx1 | CCAGTGACCAGATGCGCCGATAC | TCCTTCATGCGCCGGTTCT |  |
| T | GGACCTCGGATTCACATCGT | TTCTTTGGCATCAAGGAAGG |  |
| Pax6 | GCAGATGCAAAAGTCCAGGTG | CAGGTTGCGAAGAACTCTGTTT |  |
| Sox1 | GGCCGAGTGGAAGGTCATGT | TCCGGGTGTTCCTTCATGTG |  |
| K8 | TCCATCAGGGTGACTCAGAAA | CCAGCTTCAAGGGGCTCAA |  |
| Lefty1 | TGGACAAGGCTGATGAGGAA | TGGCATGGCTGTGTTGTAGC |  |
| Klf2 | GAGCCTATCTTGCCGTCCTTT | CACGTTGTTTAGGTCCTCATCC |  |
| K18 | CAGCCAGCGTCTATGCAGG | CTTTCTCGGTCTGGATTCCAC |  |
| Map2 | AAAGTTGCCTCCAGTTCCATTT | TCTTTGATTCCGTGGGCATTT |  |
| Gapdh | ACCACAGTCCATGCCATCAC | TCCACCACCCTGTTGCTGTA |  |

**Supplementary Table 2 Antibody list**

| **Reagent** | **Source** | **Identifier** | **Dilution Ratio** |
| --- | --- | --- | --- |
| **Antibodies for IF** |  |  |  |
| Mouse monoclonal OCT4 | BD Biosciences | 611203 | 1:200 |
| Goat polyclonal SOX2 | Santa Cruz | Sc-17320 | 1:200 |
| Rat monoclonal NANOG | eBioscience | 14-5761 | 1:500 |
| Rabbit polyclonal H3K27me3 | Millipore | 07-449 | 1:500 |
| Alexa Fluor 488 donkey anti-mouse lgG | Invitrogen | A21202 | 1:500 |
| Alexa Fluor 488 donkey anti-goat lgG | Invitrogen | A11055 | 1:500 |
| Alexa Fluor 488 donkey anti-rat lgG | Invitrogen | A21208 | 1:500 |
| Alexa Fluor 568 donkey anti-rabbit lgG | Invitrogen | A10042 | 1:500 |
| **Antibodies for WB** |  |  |  |
| Rabbit anti-β-ACTIN | Cell signaling | 5125 | 1:1000 |
| Rabbit anti-Phospho-STAT3 | Cell signaling | D3A7 | 1:1000 |
| Rabbit anti-STAT3 | Cell signaling | 79D7 | 1:1000 |
| HRP-conjugated Goat anti-Rabbit IgG | Absin | Abs20002A | 1:5000 |

**Supplementary Figure 1 Characterization of afALSCs**

1. Schematic of derivation of afALSCs.
2. Morphology and AP staining of AFSCs and afALSCs. Scale bars, 100 μm.
3. Immunofluorescence staining for OCT4 and NANOG in AFSCs and afALSCs. Scale bars, 50 μm.
4. Quantitative RT-qPCR of *Nanog* and *Klf2* in AFSCs and afALSCs.
5. Immunofluorescence of OCT4 and H3K27me3 in ALSCs and EpiSCs. Scale bars, 100 μm.

**Supplementary Figure 2 Characterization of ALSCs cultured in Act A and LIF alone**

1. Western blotting of analysis of STAT3 and P-STAT3 in EpiSCs, ALSCs and ESCs/2iL.
2. Morphology of ALSCs cultured in Act A and LIF alone respectively, and AP staining of ALSCs in Act A. Scale bars, 100 μm.
3. Quantitative RT-qPCR of pluripotent genes, LIF downstream target gene *Socs3* and germ layer markers in ALSCs and ALSCs cultured in medium containing Act A alone. Error bars indicate three independent biological replicates (mean±SD). **P*< 0.05, ***P*< 0.001, ****P*< 0.0001.
4. Quantitative RT-qPCR of pluripotent genes, LIF downstream target gene *socs3* and germ layer markers in ALSCs and ALSCs cultured in LIF alone medium. Error bars indicate three independent biological replicates (mean ±SD). **P*< 0.05, ***P*< 0.001, ****P*< 0.0001.

**Supplementary Figure 3 Features of afALSCs and ALSCs**

1. The NOD-SCID mouse with subcutaneous injection of ALSCs.
2. Quantitative RT-qPCR of germ layer genes of EpiSCs and ALSCs after culturing in N2B27 for 6 days.
3. ALSCs and EpiLCs were performed germcell induction. Scale bars, 50 μm.
4. Heatmap of AFSCs and afALSCs.
5. Quantitative RT-qPCR of germ layer genes and Wnt signaling related genes in EpiSCs and ALSCs. Error bars indicate three independent biological replicates (mean ±SD). **P*< 0.05, ***P*< 0.001, ****P*< 0.0001.

**Supplementary Figure 4 Role of low ALSCs concentration on conversion of rESCs**

1. rESCs contributed to chimaeras (E12.5) and germline by injecting rESCs to blastocysts and a chimeric pup generated by injecting rESCs in ICR blastocysts. Scale bars, 100 μm.
2. Schematic of low ALSCs concentration in conversion to rESCs.
3. Morphological changes and GOF/GFPrESCs conversed under low ALSCs concentration. Scale bars, 100 μm.
4. Schematic and morphology of a single ALSC converted to rESCs. Scale bars, 100 μm.
5. Conversion rate of single ALSC to rESCs.

How the deposited data were processed for this re-analysis (not part of the article)

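Gene expression was measured by RNA-seq in 3 libraries of ALSCs (replicates 1, 2, and 3), derived at embryonic day 6.5 and cultured with 20 ng/ml Activin A and 1000 U/ml LIF. According to the methods of the paper, paired-end reads were mapped to GRCm38. The aligner, the counting program, and the handling of reads with several matching positions or of strand are not named in the paper's text. The authors deposited 1 table of raw counts per gene, with the gene's Ensembl identifier, position, and length, and without normalization. The table's 3 other columns of counts are named for AFSCs and match no sample of this series, so they were not used in any step and no comparison with AFSCs was made. Of the table's 55738 rows, 317 carry no gene name. They held 0.165%, 0.182%, and 0.182% of the counts of replicates 1, 2, and 3, and were left out of library sizes and tests. All values below rest on the remaining 55421 named genes.

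The total count on named genes was 18088505, 18724038, and 18037342 in replicates 1, 2, and 3. FPKM was computed from the authors' counts, the gene length of the authors' table, and this total. The limit that a count of 0 allows was set at 3 counts, and a level at or under it counts as not detected. Such limits cover counting error only, because reads without molecular identifiers are not independent molecules. Library composition was corrected with edgeR's TMM factors for fold differences and tests, with DESeq2's size factors as an alternative. FPKM, and the correlations and distances taken from it, were not corrected in this way. R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used, together with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9.

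All libraries used here belong to 1 condition, so no test between groups was made. Levels were given as mean ± SD of FPKM. The similarity of libraries was given as Pearson correlation of log2(FPKM + 1), as Euclidean distance of FPKM, and as the number of genes at least 2-fold apart on the scale of log2(CPM + 1) among genes with at least 10 counts in any library. Variation between libraries was tested gene by gene with a chi-square test of homogeneity against the TMM library sizes, for genes with at least 10 counts in total, with Benjamini-Hochberg adjustment and a threshold of 0.05. This test, too, covers counting error only and does not allow for ordinary variation between cultures, so a small p says that the libraries differ and not that the difference is unusual for replicates. The biological coefficient of variation was edgeR's common dispersion from a model with an intercept only.

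The chi-square test was tested on simulated counts drawn from the means of the real genes, with 200 genes changed in 1 library. It recovered 138 of the 200 genes at a change of 1.25-fold, 193 at 1.5-fold, and 200 at 2-fold, and with no change it called 0 of 16771 unchanged genes. Among unchanged genes, 4, 8, and 14 were called at the 3 changes. The estimate of the coefficient of variation gave 0.00988, 0.0503, 0.0992, and 0.198 for simulated values of 0, 0.05, 0.1, and 0.2.

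The genes named in the text were fixed before the counts were examined, but with the paper's figures of the same libraries in view. Figure 3B already placed replicate 1 apart from the others, and Figure 5H showed it lowest for each *Dnmt* gene. Both observations were therefore known in advance and are not independent findings. They are the genes the paper names for RNA-seq or RT-qPCR, lists of naive markers, primed markers, BMP, LIF, WNT, and Nodal targets, DNA methylation genes, X inactivation genes, Y-linked genes, and fibroblast genes, the 5 genes with the highest mean FPKM, and the 5 protein-coding genes with the largest chi-square per count among genes with a mean of at least 5 FPKM. The alternatives in processing were fixed at the same time. They covered the library size, TPM in place of FPKM, the thresholds, the pseudocounts, the filter on low counts, and leaving out each replicate in turn. For the variation of single genes other than the *Dnmt* genes, leaving out a replicate was added after the data had been seen. A list of glycolysis genes was added afterwards.

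For gene length, the length of the authors' table was used. GC content and the uniqueness of transcripts came from the GENCODE M21 transcripts of the same genome build, taking for each gene the longest coding transcript or, without one, the longest transcript. Uniqueness is the share of its 50-base words that occur in no transcript of another gene on either strand. Log2 ratios of replicate 1 to the others were taken on the scale of log2(CPM + 1) with TMM library sizes, against the mean of replicates 2 and 3. The pseudocount makes these ratios smaller in genes with few counts. Trends on length and GC content were medians in 20 groups of equal size over the genes with a mean of at least 100 counts, and 99.96% of those genes had a GC content. The trends were also removed from genes with fewer counts.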

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

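The test on the fibroblast transcripts below was chosen after their counts had been seen. In lists of genes fixed beforehand, genes that the paper does not name for RNA-seq or RT-qPCR were looked for above the limit that a count of 0 allows, taken as more than 3 counts in every ALSC library. This was met by 5 of 7 such naive markers, 4 of 4 primed markers, 6 of 8 BMP targets, 5 of 5 LIF targets, 5 of 6 WNT targets, 5 of 5 Nodal targets, 5 of 5 DNA methylation genes, 1 of 2 X inactivation genes, and 4 of 8 fibroblast genes. None of the 5 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d*, *Uty*, and *Usp9y*) had a count in any library, which for *Ddx3y* allows up to 0.032 FPKM.

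Over the whole lists, 4 of 12 naive markers and 11 of 12 primed markers were at 1 FPKM or more in all 3 libraries. The naive markers *Zfp42* and *Tbx3* were at or under 3 counts in every library. *Klf5*, at 11.7 ± 0.654 FPKM (SD, n = 3), was the naive marker with the highest level, and *Dnmt3b* the primed marker. Of the LIF targets, 5 of 6 reached 1 FPKM in all libraries, with *Socs3* at 35.0 and *Stat3* at 16.3 FPKM. All 6 Nodal targets did, led by *Lefty1* at 350.1 FPKM, while 3 of 8 WNT targets did, the highest being *Axin2* at 2.48 FPKM. Of the 9 DNA methylation genes, 6 did, with *Uhrf1* at 97.1 FPKM. A difference in these lists from another cell type was not tested, since ALSCs are the only condition analysed here, and no biological explanation was tested.

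Among BMP targets, *Id3* was at 8.20 ± 0.842 FPKM (SD, n = 3), *Id2* at 4.62 ± 0.483, *Smad7* at 9.09 ± 0.960, *Bambi* at 4.78 ± 0.816, *Smad6* at 2.60 ± 0.112, and *Id4* at 1.97 ± 0.147 (SD, n = 3 for each). *Msx1* and *Msx2* stayed under 1 FPKM in every library. In all, 7 of the 9 targets reached 1 FPKM in all libraries. The list overlaps with the response to Activin A in the medium, since *Smad7* is also in the Nodal list, so these levels do not tell which ligand acts.

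*Xist* was at 18.7 ± 7.21 FPKM (SD, n = 3), with 3569, 8487, and 6467 counts in replicates 1, 2, and 3, while *Tsix*, which lies antisense to it, had 0, 0, and 4 counts. The counting is not stated to use strand, so reads of these overlapping genes are uncertain. *Xist* is expressed from an inactive X chromosome and no Y-linked gene had a count, which is consistent with XX cells. The lower level in replicate 1 was weighed against a reactivation of X-linked genes there. The median log2 ratio of the 377 X-linked genes, replicate 1 against replicates 2 and 3 with trends on length and GC content removed, was -0.0344, against -0.0309 to 0.0426 for the 19 autosomes. X-linked genes were therefore not higher in replicate 1. *Xist* is long, and replicate 1 held fewer counts of long genes. Removing both trends took its log2 ratio from -0.96 to -0.48, which was above 9.2% of the 500 genes closest in length. A trend on length and a lower level of *Xist* cannot be told apart from 1 gene in 1 library.

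The fibroblast list was looked at for cells carried over from the embryo or a feeder layer. *Thy1* was at 6.88 FPKM, *Col1a1* at 5.04 FPKM, *Fbln2* at 1.22 FPKM, and *Col1a2* at 0.236 FPKM. The transcripts that fibroblasts would bring in large amounts, *Col3a1*, *Dcn*, *Lum*, and *Postn*, had at most 3 counts in any library, so fibroblasts were not detectable at this depth and do not account for replicate 1.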

How the results depend on the processing

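No paired analysis was possible because the 3 libraries analysed belong to 1 condition. The FPKM of the 18 genes named for RNA-seq moved by less than 1 SD with TMM library sizes, with DESeq2's size factors, and without the mitochondrial genes in the total. Leaving out 1 of 3 libraries cannot move a mean by 1 SD, so that limit says nothing about single libraries. *Dppa3*, which has the largest SD of these genes relative to its mean, was at 0.738 FPKM without replicate 1 and at 1.37 FPKM without replicate 2, against 1.05 FPKM. On the TPM scale all 18 moved by more than 1 SD, which is a change of unit.

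For the other results with alternatives fixed beforehand, 48 values kept their call or moved within the limits set for them, 15 moved, 3 became weaker, and 1 became stronger. None of these values changed direction. This tally leaves out the variation of single genes other than the *Dnmt* genes, which is given below. The number of genes at 1 FPKM or more in all libraries stayed within 1.5 times of 11125 under every alternative. The order of the library pairs, with replicates 2 and 3 the closest, held under every alternative for the correlation, the distance, and the number of genes 2-fold apart.

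With a pseudocount of 0.1 the Pearson correlation was 0.985 for replicates 1 and 2, 0.986 for 1 and 3, and 0.988 for 2 and 3. On the linear scale it was 0.985 for replicates 1 and 2 and 0.989 for 1 and 3. Among genes with at least 10 counts in every library it was 0.988 for replicates 1 and 2 and 0.990 for 1 and 3. The cause of these changes was not tested. The Euclidean distance on the log2(FPKM + 1) scale was 46.3, 43.4, and 32.3 for these pairs, which is a change of scale. With a pseudocount of 0.1 CPM, 990, 861, and 507 genes were at least 2-fold apart. A smaller pseudocount lets genes with few counts pass a fold threshold, as its construction implies.

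The results on variation depended most on replicate 1. The number of genes that varied by more than sampling noise was 1302 without replicate 1 and ranged from 1302 to 7486 across the 3 fits that each left out one replicate. The biological coefficient of variation was 0.0525 without replicate 1 and ranged from 0.0525 to 0.188. The p-value adjusted over the list alone ranged from 3.79e-83 to 0.357 for *Dnmt1*, from 3.31e-27 to 0.704 for *Dnmt3a*, and from 2e-157 to 0.346 for *Dnmt3b*, and was above 0.05 only without replicate 1 for each of these genes. For *Dnmt3c* it ranged from 0.0282, without replicate 3, to 0.387. That gene has 53 counts in all, so depth limits what can be said about it. Leaving out a replicate was also tried, after the data had been seen, for the other 14 genes named for RNA-seq. Of the 5 that varied by more than sampling noise (*Sall1*, *Dppa3*, *Id1*, *Zbtb7a*, and *Zbtb7b*), 0 still did without replicate 1, 4 without replicate 2, and 5 without replicate 3. The one lost without replicate 2 was *Dppa3* (adjusted p = 0.184). Of the 9 that did not vary, *Dppa5a* did without replicate 2 (adjusted p = 0.0392) and *Tfap2c* without replicate 3 (adjusted p = 0.0395).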

Differences from the paper's values

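Levels of ALSCs could be read by eye from Fig. 3H and Fig. 4D for 8 genes, and the distance of replicates 2 and 3 from Fig. 3B. None of these 9 values differed from the values here by more than the limit set for a difference. *Klf2*, for example, was about 3.3 FPKM in Fig. 3H, read by eye, and 3.29 FPKM here. On the TPM scale all 8 gene levels differed, and the distance was not computed on that scale.

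The paper states that *Dnmt1* was lower in ALSCs than in EpiSCs. In Fig. 5H, read by eye, the scaled colours place *Dnmt1* of ALSC replicates 2 and 3 above that of all EpiSC libraries, and that of replicate 1 below all of them. In the counts here *Dnmt1* was at 37.7, 56.5, and 54.6 FPKM in replicates 1, 2, and 3. The EpiSC counts were not analysed here, so the difference itself was not tested.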

Other observations

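The tests of gene length, of abundant genes, of fibroblast transcripts, and of reads shared by *Gapdh* with its copies were chosen after the results had been seen. Replicate 1 lay apart from replicates 2 and 3. Depth was argued against, since the totals of replicates 1 and 3 were 18088505 and 18037342 counts, and with all libraries thinned to the smaller of these, 118 genes of replicate 1 were at least 2-fold away from both others, against 7 of replicate 2 and 8 of replicate 3. The 100 genes with the highest mean FPKM set much of the size of the Euclidean distances, which without them were 1441 FPKM between replicates 1 and 2, 1265 between 1 and 3, and 504.5 between 2 and 3. They did not set the order. The smaller of the distances from replicate 1 was 2.51 times that between replicates 2 and 3 without these genes and 2.59 times with them. All 117 genes of replicate 1 that were at least 2-fold away from both others lay outside the 100 genes with the highest mean count. Since those 100 are a small part of the 15353 genes compared, this was likely in any case. It does not test whether abundant genes set replicate 1 apart. Fibroblasts were argued against by at most 3 counts of *Col3a1*, *Dcn*, *Lum*, and *Postn*.

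A trend on gene length was present in replicate 1. The median log2 ratio of replicate 1 to replicates 2 and 3 was 0.39 in the group of shortest genes (median length 685 bp) and -0.51 in the group of longest genes (15648 bp). Removing it took away 43.7% of the excess variance of replicate 1. GC content took away 0.689%, and both trends together 46.6%. After that, 89 genes were at least 2-fold away from both others, 45 of which were among the 117 before the trends were removed. The rest of the 89 passed only after removal, so this number is not what was left of the 117. The trends were fitted on genes with a mean of at least 100 counts and also removed from genes with fewer. Over the genes of the fit, the spread of replicate 1 was still 2.20 times that expected from replicates 2 and 3. A trend on length, which partly degraded RNA or a difference in library preparation could leave, may therefore account for part of the pattern and not for the whole of it. Reads shared with near-identical copies were looked at in the 117 genes before the trends were removed, and not in the 89 after removal. Of the 117, 23.1% had a transcript that was under 80% unique, so that sharing does not account for most of them, but this was more than the median of 15.4% in 10000 random draws of genes of like expression (permutation p = 0.0168, one-sided). The labels give no batch, donor, or line for the replicates, so a variant between lines or a difference in culture was not tested and stays open.

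The lower counts of *Dnmt1*, *Dnmt3a*, and *Dnmt3b* in replicate 1 were set against the same trends. Their median log2 ratio was -0.37 before and -0.24 after both trends were removed, which was above 7.21% of 10000 random lists of 3 genes. *Dnmt3a*, the longest of them, moved from -0.37 to 0.23, *Dnmt1* from -0.49 to -0.24, and *Dnmt3b* from -0.34 to -0.24. With 3 genes, the trends and a lower level in replicate 1 cannot be told apart. Before the trends were removed, 8 of the 9 DNA methylation genes were lowest in replicate 1. With both trends removed, the log2 ratio of *Tet1* moved from -0.71 to -0.19, that of *Tet2* from -0.88 to -0.35, that of *Tet3* from -1.0 to -0.39, and that of *Uhrf1* from -0.31 to -0.28. *Dnmt3c* moved the other way, from -0.37 to -0.55, and *Dnmt3l*, which was highest in replicate 1, from 0.31 to 0.23. These 2 genes have a mean under 100 counts, so the trends were not fitted on genes with as few counts. Their ratios are also made smaller by the pseudocount of 1 CPM. The FPKM of *Dnmt3c* in replicate 1 was 46.6% below the mean of replicates 2 and 3, a larger fall than that of *Dnmt1*, *Dnmt3a*, or *Dnmt3b*. The ratios of *Dnmt3c* and *Dnmt3l* are therefore not comparable with those of the abundant genes. After removal, 7 of the 9 genes had a negative log2 ratio. The list as a whole was not tested.

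*Gapdh*, the gene to which the paper's RT-qPCR is normalized, had 397, 6697, and 3835 counts in replicates 1, 2, and 3, or 5.31, 86.5, and 51.4 FPKM, and was the protein-coding gene with the largest chi-square per count among genes at 5 FPKM or more. A change in glycolysis was argued against by the 9 other glycolysis genes, whose median log2 ratio of replicate 1 to the others was 0.0748, with a range of -0.48 to 0.28, against -3.53 for *Gapdh*. The lowest, *Aldoa*, had 38, 67, and 61 counts, far fewer than the other 8. Reads shared with its processed pseudogenes are a candidate explanation. Only 17.5% of the 50-base words of its longest coding transcript occurred in no other gene, and among genes under 30% unique, 4.75% (18 of 379) were at least 2-fold apart in some pair of libraries, against 1.47% (134 of 9088) of genes at least 80% unique. It is not enough by itself, since *Eno1* and *Pgk1*, at 27.8% and 32.0% unique, did not vary in this way, with a log2 ratio of replicate 1 to the others of 0.18 and 0.22. The counts of *Gapdh* are therefore uncertain as a measure of its mRNA, and nothing about the RT-qPCR follows from them. *Rpl30*, at 20.8% unique, was another of the most variable genes, with 2169, 1619, and 341 counts. So were *Pdpr* (256, 1051, and 982 counts) and *Fv1* (64, 240, and 175 counts), whose transcripts are 98.9% and 100% unique. The remaining one, *Gm6020*, is a 66 bp gene with 11, 2, and 7 counts and did not vary by more than sampling noise (chi-square test, adjusted p = 0.0639). With the trends on length and GC content removed, the log2 ratio of replicate 1 to the others went from -1.83 to -1.77 for *Pdpr* and from -1.37 to -1.74 for *Fv1*, so neither these trends nor shared reads account for them. A variant between lines was not tested.

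The genes with the highest mean FPKM were *Rplp1* (5101 FPKM), *Eef1a1* (4493), *mt-Co1* (3980), *Rpl34-ps1* (2853), and *Ptma* (2285). *Rpl34-ps1* is a processed pseudogene, and none of the 50-base words of its transcript was unique, so its counts are uncertain.

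A list of 34 genes was drawn from the paper's RT-qPCR and its primer table. It leaves out *Klf2*, *Dppa3*, *Dnmt1*, *Dnmt3a*, and *Dnmt3b*, which the paper also names for RNA-seq. In the RNA-seq counts of ALSCs, 22 of the 34 were at 1 FPKM or more in all libraries, 11 under 1 FPKM in all, and 4 at or under 3 counts in all. *Pou5f1* was at 647.8 ± 25.3 FPKM, *Nanog* at 171 ± 18.0, and *Sox2* at 119 ± 5.21 (SD, n = 3 for each). *Otx2* was at 5.08 ± 0.472 and *Fgf5* at 3.89 ± 0.0503 FPKM. The paper names *Tcf3* for RT-qPCR, while its primer table lists *Tcf7l1* and not *Tcf3*. The primers of *Tcf7l1* follow those of *Etv5*, which the paper names together with *Tcf3* as formative markers, so *Tcf7l1* is the likelier gene. The paper does not state this, and the table also lacks other RT-qPCR genes, such as *Otx2*. The counts list *Tcf7l1* at 28.4 ± 3.80 FPKM and a separate gene *Tcf3* at 68.3 ± 4.75 FPKM. These are levels in ALSCs only, and no explanation is offered for them.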
